A study of Mus musculus with 6 samples. Its data were reported in "TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains" (2020).

How the data were processed

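ATAC-seq, an assay that inserts sequencing adapters into accessible DNA with the transposase Tn5, was performed in NMuMG cells, an epithelial line from the normal mouse mammary gland. The cells were kept without serum for 6 h and then received vehicle for 2 h, or TGFβ1 at 5 ng/ml for 2 h or 12 h. Each of the 3 conditions had 2 biological replicates, 6 samples in all. The groups were taken from the sample labels. The vehicle cells were collected at 2 h, so the 12 h cells also differed from them in the time spent without serum, and a vehicle collected at 12 h was not analysed here.

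The authors processed the reads with the ENCODE ATAC-seq pipeline, mapped them to mm9 (NCBIM37), called peaks with macs2 at a q-value threshold, and kept the peaks that were reproducible between both replicates by the irreproducible discovery rate (IDR). Of what the authors deposited, the processed files were used here, which are 1 peak list per condition, made from both replicates, with the chromosome, start and end of each peak. The reads of the single replicates were not analysed here. The lists hold no value per replicate, so no spread between replicates was computed from them and no test between conditions was run. Read counts are not part of the lists, so the depth behind a peak is unknown here, and library read totals were not used. Several lines of a list could share the same chromosome, start and end.

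The vehicle list also gives a peak score, deposited by the authors without a stated scale. It ran from 540 to 1000, and 59.1% of the vehicle lines had the highest value, so it was used only to describe and rank vehicle peaks within that list. In both TGFβ lists the same column rose by 1 from each line to the next, from 0 at 2 h and from 1000 at 12 h. It numbered the lines and was not used as a score. Width took its place wherever a rank of TGFβ regions was needed, and for all 3 lists when lists were shortened, so that they were shortened alike. The column for the strand held the same value on every line and was not used.

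Regions were made as the methods of the study describe. Peaks narrower than 150 bp were dropped and peaks closer than 1000 bp were merged, first within each list and then over the 3 lists to give the union. A region counted as shared when at least 1 bp overlapped. A region of a TGFβ list that no vehicle region overlapped is called gained below. The word describes the lists and not a measured rise of signal, since a region can be missing from a list because it fell under the threshold of the authors. Shares are given with 95% Wilson intervals. These cover counting error only, and regions are neither replicates of a condition nor independent of each other.

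The overlap of each pair of lists was compared with 10000 circular shifts of the second list within each chromosome, in a one-sided permutation test. Widths of gained and shared regions of the same list were compared by the difference of medians, in a two-sided permutation test with 100000 resamples. Vehicle regions matched to a single TGFβ region, which matched them alone, were compared by width, with the spread taken over the 20 chromosomes that carried peaks. Start sites were the 5′ ends of all transcripts of the GENCODE vM1 annotation on NCBIM37, 86879 distinct positions, while the study used another gene set. No peak extended past the end of its chromosome in the NCBIM37 sequence. Motifs were searched on both strands as exact matches to the consensus in the 500 bp around the centre of each union region more than 1000 bp from a start site. The motifs were TGASTCA for AP-1, GTCTAGAC for SMAD and CCASYAGRKGGC for CTCF, where S stands for C or G, Y for C or T, R for A or G and K for G or T. Windows of the same size centred 5 kb to either side, without overlap with any union region, gave the background. Start sites and motifs were compared between gained and shared regions with two-sided Fisher's exact tests, Benjamini-Hochberg adjusted over the 3 motifs. Odds ratios have 95% Woolf intervals, and stratified odds ratios (Mantel-Haenszel) have Robins-Breslow-Greenland intervals.

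The regions named in the text followed a rule set before the data were examined. These were the 3 regions with the highest score in the vehicle list for the regions found only there, ties broken by position, the 3 widest of the 12 h list for the regions in all 3 lists and for those in both TGFβ lists but not the vehicle list, and the regions within 100 kb of the 5′ end of 11 genes from a list chosen for their link with TGFβ or with the study. Coordinates are 1-based on NCBIM37.

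The interval functions were tested on simulated data, where 0 of 9050 comparisons with a direct count disagreed. On simulated motifs in 4000 regions a planted odds ratio of 3.86 was recovered as 3.60. The median test gave a p-value of 0.909 on 16765 simulated regions without a shift (permutation test). The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Biopython 1.88. The alternatives covered the width minimum, the merge distance, the overlap that counts as shared, the chromosomes, the length of the lists, the placement of shifted regions, the margin around start sites and the size of the motif window.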

Results

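Chromatin accessibility was profiled by ATAC-seq in NMuMG mouse mammary epithelial cells to ask how TGFβ changes the set of accessible regions early, at 2 h, and late, at 12 h, relative to vehicle. Each of the 3 conditions had 2 biological replicates, which the authors combined into 1 list of reproducible peaks. These lists, the only data used here, thus give 1 value per condition, and no replicate spread against which a difference between conditions can be set.

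The vehicle list held 52626 peaks, the 2 h list 100459 and the 12 h list 105334. Many lines repeated an interval. Counted once, the intervals numbered 18994 in vehicle, 36867 at 2 h and 36874 at 12 h, so that 2.77, 2.72 and 2.86 lines fell on each interval. The median interval measured 496 bp in vehicle, 514 bp at 2 h and 546 bp at 12 h. In total, the intervals covered 10.6 Mb in vehicle, 21.2 Mb at 2 h and 22.3 Mb at 12 h.

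Refinement left 16765 regions in vehicle, 32548 at 2 h and 33079 at 12 h. The 2 h list thus had 1.94 times and the 12 h list 1.97 times as many regions as the vehicle list. Of the alternatives, keeping only the wider intervals of each list moved these numbers most, to 8997, 17584 and 17710, by construction, and the ratios were then 1.95 and 1.97.

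To ask whether regions accessible in vehicle cells stayed in the TGFβ lists, vehicle regions were overlapped with each of them. At 2 h, 16103 of 16765 vehicle regions were kept (96.1%, 95% Wilson interval 95.7 to 96.3). At 12 h, 15323 were kept (91.4%, 90.96 to 91.8). Conversely, 16500 of the 32548 regions at 2 h had no vehicle region (50.7%, 50.2 to 51.2), and 17827 of the 33079 regions at 12 h had none (53.9%, 53.4 to 54.4). The share without a vehicle region ranged from 45.0% on chromosome 19 to 57.3% on chromosome 18 at 2 h, and from 47.5% on chromosome 17 to 62.1% on chromosome 18 at 12 h. The length of the lists moved these shares most for overlap of any size. With each TGFβ list shortened to its 18337 widest intervals, the number the vehicle list holds at this minimum width, 30.1% of the 2 h regions and 33.2% of the 12 h regions had no vehicle region, while 20.5% of the 2 h regions had no 12 h region. Under this setting the kept shares of vehicle regions were 74.7% at 2 h and 71.6% at 12 h.

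The share of regions without a vehicle region depended on width. With each list split by width into 10 bins of equal size, it was 88.4% in the narrowest bin of the 2 h list, from 150 to 249 bp, and 14.9% in the widest, from 1237 to 3991 bp. At 12 h these shares were 88.3% and 16.3%. The median width was 423 bp for gained and 808.5 bp for other regions of the 2 h list, a difference of -385.5 bp (p = 1e-05, two-sided permutation test, the smallest p-value that 100000 resamples can give). At 12 h the medians were 452 bp and 854 bp, a difference of -402 bp with the same p-value by the same permutation test. These tests compare regions within a list and not conditions.

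**Figure D1:**
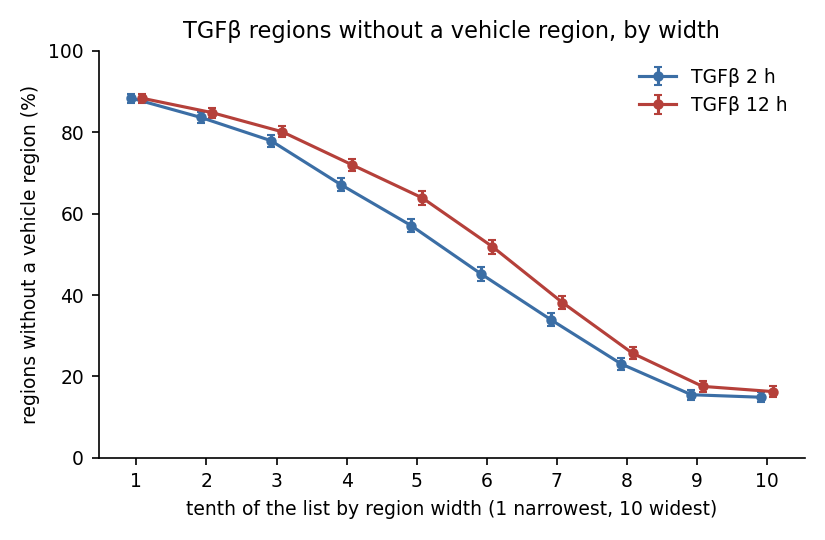
Share of TGFβ regions without a vehicle region (y axis, %) in 10 bins of equal size of the 2 h (blue) and 12 h (red) lists by region width (x axis, from 1, the narrowest, to 10, the widest); points are shares and bars are 95% Wilson intervals. At 2 h the share falls from 88.4% in the narrowest bin to 14.9% in the widest.

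Whether regions gained at 2 h were still present later was addressed by overlapping them with the 12 h list. Of the 16500 regions gained at 2 h, 11251 were present at 12 h (68.2%, 67.5 to 68.9). Both lists were set against the same vehicle list, so some of this overlap would arise without any effect of treatment. The same number of 2 h regions was also drawn anew within each of these width bins. Of these, 73.6% were present at 12 h on average over 1000 draws, with a range from 73.1% to 74.2%. The observed 68.2% lay below this range. The draws came from all 2 h regions, gained ones included, so they do not give the overlap that the shared vehicle list alone would produce. Among the 2 h regions that did overlap a vehicle region, 94.4% were present at 12 h (94.0 to 94.7).

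The union of the lists held 39435 regions. Of these, 15154 were found in all 3 lists (38.4%) and 11246 in both TGFβ lists without vehicle (28.5%). A further 6440 were found at 12 h alone (16.3%) and 5097 at 2 h alone (12.9%). Patterns of loss were smaller: 888 regions were in the vehicle and 2 h lists but not at 12 h (2.25%), 457 in the vehicle list alone (1.16%), and 153 in the vehicle and 12 h lists but not at 2 h (0.388%).

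**Figure D2:**
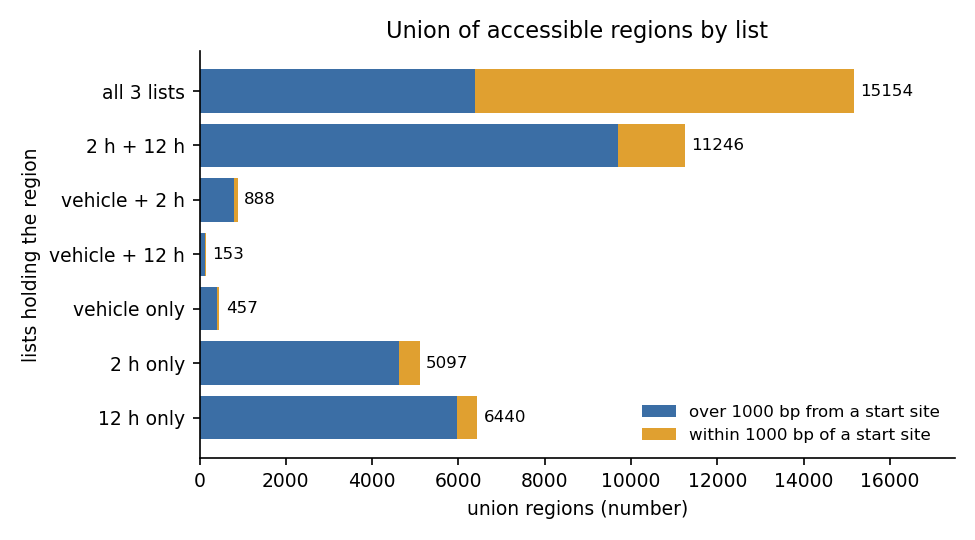
Number of union regions (x axis) by the lists that hold them (y axis), split into regions within 1000 bp of an annotated start site (orange) and farther away (blue). Regions in all 3 lists (15154) are the largest class, followed by those in both TGFβ lists without vehicle (11246), most of which lie away from start sites.

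The overlap between lists was far above what chance placement gives. The 16103 vehicle regions overlapped at 2 h were 54.1 times the mean of 298 under circular shifts, and no shift gave more than 1210. Against the 12 h list the 15323 overlapped vehicle regions were 49.9 times the mean of 307, and 26394 regions of the 2 h list overlapped the 12 h list, 43.9 times the mean of 602. Each of these permutation tests gave a one-sided p of 0.0001, the smallest value that 10000 shifts allow. Requiring a reciprocal overlap of 50% raised the ratio for vehicle and 2 h to 186, since such overlaps are rarer by chance.

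Regions present in both vehicle and TGFβ lists were then compared by width. In the vehicle list the median width was 342 bp for 2889 regions scored under 700 and 741 bp for 8736 regions scored 1000 (Spearman correlation of score and width 0.516 over 16765 regions), while the TGFβ lists hold no score to set against width. Among 15960 vehicle regions matched to a single 2 h region, 13203 were wider at 2 h (82.7%, 82.1 to 83.3), with a median difference of 147 bp. Among 15163 regions matched at 12 h, 12674 were wider at 12 h (83.6%, 83.0 to 84.2), with a median difference of 175 bp. Over the 20 chromosomes the share ranged from 76.6% to 89.6% at 2 h and from 78.2% to 89.2% at 12 h. Of the alternatives set beforehand, matching intervals without merging moved the 2 h share most, to 81.2%. Regions at start sites were wider at 2 h in 80.4% of 8757 matched regions, and regions away from them in 85.5% of 7203. At 12 h these shares were 84.4% and 82.5%.

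To separate start sites from putative enhancers, union regions within 1000 bp of an annotated start site were set apart. These were 11449 regions, and 27986 lay farther away. Of the regions in all 3 lists, 8781 of 15154 lay at start sites (57.9%, 57.2 to 58.7). Of those in both TGFβ lists without vehicle, 1540 of 11246 did (13.7%, 13.1 to 14.3). The odds ratio was 0.115 (0.108 to 0.123), and the p-value of Fisher's exact test was too small to be represented. A margin of 5000 bp gave an odds ratio of 0.202. Compared within 5 bins of width it was 0.197 (0.184 to 0.211), so part of the difference went with width. Regions of the remaining patterns lay at start sites in 7.20% (12 h alone) to 20.3% (vehicle and 12 h) of cases.

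The motifs of factors that the study linked with opened or unchanged enhancers were counted in regions away from start sites. The study compared footprints, sites protected from Tn5, between enhancers classed by their change in read signal. Regions shared by all lists are not its unchanged enhancers, since a shared region can also have gained signal. The motif shares below therefore do not test the contrast of the study. AP-1 is the dimer of Jun and Fos family proteins, SMAD proteins carry the canonical TGFβ signal, and CTCF binds at domain borders. An AP-1 motif was present in 5006 of 9706 regions gained in both TGFβ lists (51.6%, 50.6 to 52.6) and in 3096 of 6373 regions shared by all lists (48.6%, 47.4 to 49.8). The flanking windows of these classes had it in 8.03% and 7.87%. The odds ratio of gained against shared regions was 1.13 (1.06 to 1.20; Fisher's exact p = 0.000208, adjusted 0.000625). Stratified by 5 bins of width and 5 of GC content it was 1.02 (0.952 to 1.09), so the difference did not hold between regions of similar width and GC content.

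The SMAD palindrome was rare, found in 118 gained regions (1.22%, 1.02 to 1.45) and in 46 shared regions (0.722%, 0.542 to 0.961), against 0.391% and 0.427% of the flanking windows. The odds ratio was 1.68 (1.20 to 2.36; Fisher's exact p = 0.00222, adjusted 0.00333), and 1.60 (1.12 to 2.29) when stratified. The CTCF motif was found in 383 gained regions (3.95%, 3.58 to 4.35) and 233 shared regions (3.66%, 3.22 to 4.15), against 0.282% and 0.351% of the flanking windows. These shares did not differ (odds ratio 1.08, 0.916 to 1.28; Fisher's exact p = 0.356, adjusted 0.356). The direction of this comparison depended on the setting, since the stratified odds ratio was 0.638 (0.532 to 0.764), and windows of 100 bp to either side of the centre gave 1.31 (1.07 to 1.61).

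AP-1 motifs differed among the other patterns. They were present in 49.1% of 5976 regions found at 12 h alone (47.8 to 50.4) and in 33.5% of 4616 regions found at 2 h alone (32.1 to 34.9). Among regions in the vehicle and 2 h lists but not at 12 h, 212 of 793 had the motif (26.7%, 23.8 to 29.9), and 49 of 400 regions of the vehicle list alone had it (12.2%, 9.39 to 15.8), close to the 8.78% of their flanking windows. Of the regions in the vehicle and 12 h lists but not at 2 h, 19 of 122 had it (15.6%, 10.2 to 23.0).

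**Figure D3:**
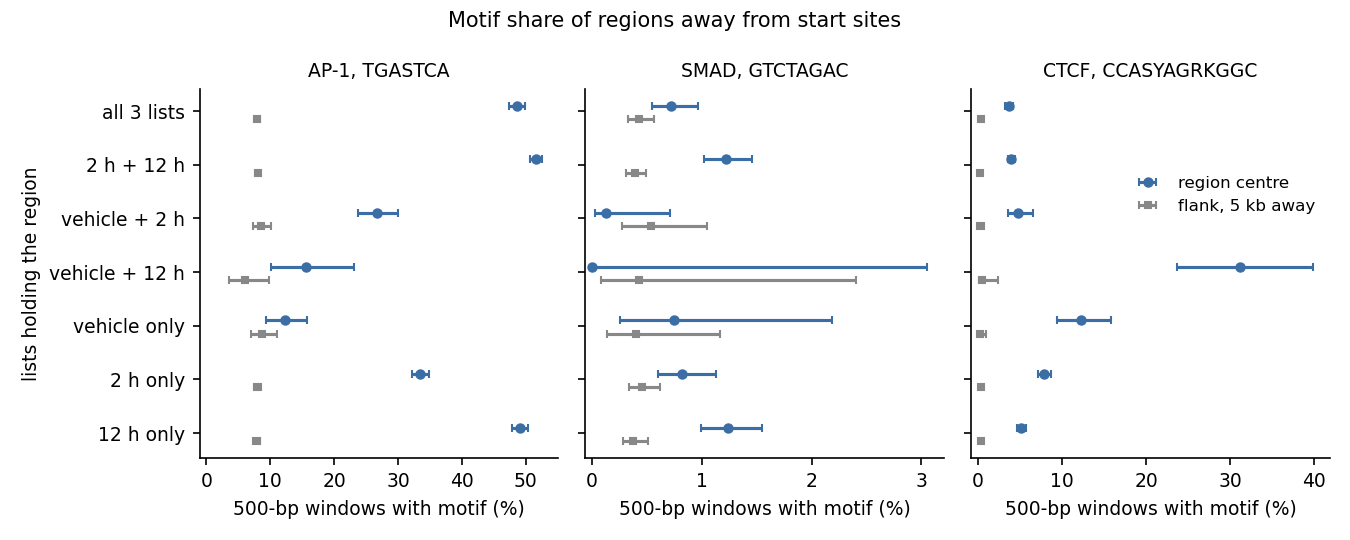
Share of 500-bp windows with an AP-1, SMAD or CTCF motif (x axis of each panel, %) at the centre of union regions away from start sites (blue circles) and in flanking windows 5 kb away (grey squares), by the lists that hold the region (y axis); bars are 95% Wilson intervals. AP-1 motifs reach 51.6% in regions of both TGFβ lists and 12.2% in regions of the vehicle list alone.

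The widest regions in all 3 lists lay at start sites. A region on chromosome 9 from 69301248 to 69306386 measured 5139 bp at 12 h, against 2321 bp at 2 h and 1213 bp in vehicle, and lay at a start site of Anxa2, with untranslated exon sequence. On chromosome 3, a region from 87942254 to 87946777 at a start site of Mef2d measured 4524 bp at 12 h, 1554 bp at 2 h and 986 bp in vehicle. On chromosome 7, a region from 26063571 to 26067697 at a start site of Cic, with coding and untranslated exon sequence, measured 4127 bp, 2883 bp and 1748 bp, respectively. The 12 h regions were merged from 5, 4 and 4 intervals.

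Among regions in both TGFβ lists without vehicle, the widest at 12 h lay on chromosome 14 from 120722223 to 120725528, over coding and untranslated exon sequence of Mbnl2 and 47294 bp from the nearest start site of a protein-coding transcript. It measured 3306 bp at 12 h and 1695 bp at 2 h. A region on chromosome 8 from 32221904 to 32224998 at a start site of Rnf122 measured 3095 bp and 2070 bp. The next one, on chromosome 5 from 104207357 to 104210434, lay in an intron of Aff1 and measured 3078 bp and 858 bp. All of these were merged from at least 3 intervals at 12 h, so their width is not that of a single peak.

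Of the regions in the vehicle list alone, those named have the highest score, 1000, and were narrow. They lay on chromosome 4 from 146794468 to 146794808 (341 bp, in no protein-coding gene), on chromosome 5 from 113271814 to 113271991 (178 bp, in an intron of Myo18b) and on chromosome 9 from 118837907 to 118838154 (248 bp, in an intron of Ctdspl and 831 bp from a start site).

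Within 100 kb of the 5′ ends of 11 genes, Smad7, Skil, Snai1, Ctgf, Jun, Junb, Fos, Cdh1, Amigo1, Arid5a and Tnnt2, there were 145 union regions. Of these, 65 were in all 3 lists and 43 in both TGFβ lists without vehicle (29.7%). A further 19 were found at 12 h alone, 17 at 2 h alone and 1 in the vehicle list alone. Every one of the 11 genes had at least 1 region of both TGFβ lists without vehicle in this window. The number of such regions was highest at Tnnt2, with 9 of 22 regions, and lowest at Skil, Ctgf, Junb and Amigo1, with 2 each. At 8 of the genes the 5′ end itself lay in a union region found in all 3 lists. At Smad7, for example, this was a region on chromosome 18 from 75526078 to 75527623, and the nearest region of both TGFβ lists without vehicle lay 37477 bp away. At Amigo1 the 5′ end was covered at 12 h alone, by a region on chromosome 3 from 107988966 to 107989876, and at Tnnt2 no region of any list covered it.

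At Cdh1, which encodes E-cadherin, the 5′ end on chromosome 8 at 109127251 was covered at 2 h (109127000 to 109127430) and at 12 h (109127028 to 109127458) but by no vehicle region. Both regions measured 431 bp, in the width range where absence from the vehicle list was common, and overlapped coding and untranslated exon sequence. In the 100 kb to either side the vehicle list had 6 regions and each TGFβ list had 14.

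**Figure D4:**
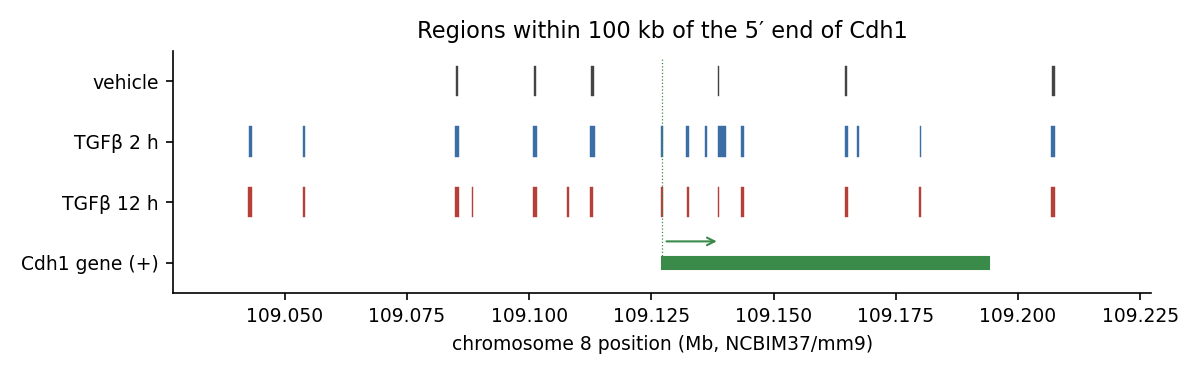
Map of chromosome 8 within 100 kb of the 5′ end of Cdh1 (x axis, position in Mb on NCBIM37), with the regions of the vehicle, 2 h and 12 h lists as boxes drawn to scale, 1 row per list, and the gene below, the arrow giving its direction and the dotted line its 5′ end. The vehicle list has 6 regions in the window and each TGFβ list 14, and the 5′ end is covered in the TGFβ lists only.

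An AP-1 motif was present in the nearest region of both TGFβ lists without vehicle at 4 of the 11 genes, and neither the SMAD palindrome nor the CTCF consensus at any of them. Here the search was not limited to the 500 bp around the centre and took in regions at start sites. This count therefore cannot be set against the motif shares given above. Upstream of Ctgf the region on chromosome 10 from 24309061 to 24309414, 5834 bp from the 5′ end and in no protein-coding gene, held the motif from 24309235 to 24309241 in the sequence CACACAGGCATGAGTCACTGAGAAAAT. At Tnnt2 the region on chromosome 1 from 137740879 to 137741652, in an intron and 3427 bp from the 5′ end, held it from 137741233 to 137741239 in the sequence TCCGCCAAGCTGAGTCATGGTCTGGAT. At Jun it lay on chromosome 4 from 94702381 to 94702387 in the sequence ATTGGGCCAGTGAGTCACATCTGTTTA, within a region of 620 bp that was 16278 bp from the 5′ end. The region at Junb, of 1589 bp on chromosome 8 from 87508454 to 87510042, held 4 matches.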

Values the study reported

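The study reported 52,626 significant peaks in vehicle cells, 100,459 after 2 h of TGFβ and 105,334 after 12 h. After its refinement 16,769, 32,545 and 33,077 peaks were left for these conditions. The merged set held 39,432 regions, of which 10,362 lay at transcription start sites and 29,071 were counted as putative enhancers. By read signal, which the peak lists do not hold, the study gave increased accessibility for 75.0% of enhancers at 2 h and 79.7% at 12 h.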

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

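No paired analysis was possible because the processed files used here give each condition a single list made from both replicates, with no value per replicate. For the same reason no result was recomputed without a replicate and no replicate block was fitted. Ranking gained regions by the score of the authors was not run, since the TGFβ lists hold no score. The settings named below were chosen before the data were examined, except these, which were chosen after: vehicle regions with the highest score, matched regions away from start sites, lines per region, start sites within bins of width, and motifs within bins of width and of GC content.

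Over all results and settings, 82 values stayed within their interval, within 1.5 times a count, or on the same side of their test. A further 47 values moved outside these limits. Among the odds ratios 1 reversed, 1 lost its side of the threshold and 1 passed the threshold. The number of regions in each list and in each pattern stayed within 1.5 times under every merge distance, without a width minimum and on autosomes alone. The overlap of lists against shifted positions, the lower share of start sites among gained regions, the higher share of SMAD motifs among them and their smaller width also kept direction and side of the threshold under each of their alternatives.

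Counting each interval once changed the peak numbers to 18994, 36867 and 36874, since lines repeat intervals. Keeping the wider intervals of each list left 8997, 17584 and 17710 regions and a union of 21465, with 8028 in all lists, 6021 in both TGFβ lists without vehicle, 515 in vehicle and 2 h, 247 in vehicle alone, 3001 at 2 h alone and 3460 at 12 h alone. Fewer regions are what its construction implies, but the regions in vehicle and 12 h rose from 153 to 193, and the cause was not tested. It also moved the vehicle share kept at 2 h to 94.9%, the 2 h share without a vehicle region to 51.5% and the share of 2 h-gained regions present at 12 h to 66.3%.

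Many shares left their narrow counting intervals by little. Without a width minimum, 95.6% of vehicle regions were kept at 2 h. With only overlapping peaks merged, 52.5% of 2 h and 55.5% of 12 h regions had no vehicle region, and with peaks under 2000 bp apart merged, 49.6% and 53.0%. Counting regions within 1000 bp as shared gave 96.3% and 91.9% of vehicle regions kept and 69.0% of 2 h-gained regions present at 12 h. Larger shifts came from the rule of overlap and from the lists themselves. With a reciprocal overlap of 50%, 78.5% and 72.3% of vehicle regions were kept, 59.6% of 2 h and 63.3% of 12 h regions had no vehicle region, and 62.9% of 2 h-gained regions were present at 12 h. With deposited lines in place of regions these were 97.3%, 93.7%, 39.9%, 42.4% and 71.3%, since wide shared intervals carry more lines. With lists of equal length they were 74.7%, 71.6%, 30.1%, 33.2% and 59.1%, since each TGFβ list then ends at the number of intervals in the vehicle list. Of the vehicle regions with the highest score, 99.8% were kept at 2 h and 98.6% at 12 h.

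The share of matched regions that were wider under TGFβ was 81.2% at 2 h and 82.7% at 12 h, both for lines not merged and for overlapping peaks merged, and 85.5% and 82.5% away from start sites. The cause was not tested. The AP-1 odds ratio fell to 1.02 and lost its side of the threshold within bins of width and of GC content. The CTCF odds ratio was 1.31 in the narrower window, past the threshold, and 0.638 within bins of width and of GC content, on the opposite side. Direction and call of the CTCF comparison thus rest on the setting, and the cause was not tested.

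The lists hold no read counts, so a region missing from a list cannot be separated from a region below the threshold of the authors. This limits every share of gained or lost regions.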

Other observations

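In this part, the tests by region width, of list length with all 3 lists shortened, of the vehicle score of regions found in vehicle alone, of the widening of regions at start sites, of AP-1 motifs within bins of vehicle score, and of CTCF motifs in regions missing at 2 h were chosen after the result they address was seen.

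About as many TGFβ regions had a vehicle region as had none. A vehicle list that simply ends earlier on a common ranking is argued against as the whole cause, as far as width gives that ranking. With the TGFβ lists shortened by width to the length of the vehicle list, 30.5% of the 2 h intervals had no vehicle interval, while 21.1% had no 12 h interval. With all 3 lists shortened by width to 9168 intervals, these shares were 32.5% and 24.5%. GC content stays open. The share without a vehicle region went from 73.2% in the lowest of 5 bins of 2 h regions by GC content to 12.3% in the highest, and a bias against regions of low GC content in the vehicle libraries cannot be told apart from an effect of TGFβ on such regions with 1 list per condition. The test set beforehand asked only whether a bin came near 0, which a bias need not give, and was left aside after its result was seen. The bins were also not split by start sites, which go with GC content. Regions in all 3 lists lay at start sites in 57.9% of cases and had a median GC content of 57.6%. For regions in both TGFβ lists without vehicle these values were 13.7% and 47%. The trend over GC content was thus not separated from start sites. Narrow calls near the threshold are argued against as the whole cause, since 14.9% of the widest of 10 bins of 2 h regions lacked a vehicle region, or 8.48% when regions were ordered by their widest interval. These lists cannot tell a lower signal-to-noise of the vehicle libraries from an effect of TGFβ, because each condition is 1 list. The study also reported a rise of accessibility after TGFβ by DNaseI-seq and by imaging of accessible chromatin in nuclei. It reported that silencing a SMAD protein abolished the rise of the imaging signal. Those assays did not use the vehicle libraries behind these lists, so they bear on this explanation, but they were not analysed here. Matched regions at start sites were wider at 2 h in 80.4% of cases, against 85.5% away from them. Widening in both of these classes is what a lower signal-to-noise would give if width follows signal, and a broad effect of TGFβ could give it as well. The longer time without serum is argued against as the whole cause for the 12 h list. The 2 h cells had the same time without serum as vehicle, and 50.7% of their regions had no vehicle region. Of the union regions without vehicle, 11246 were in both TGFβ lists and 6440 at 12 h alone. The time without serum stays open as a part of the cause, for example for those at 12 h alone, and was not tested.

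Vehicle regions missing from both TGFβ lists numbered 486. Their median score was 626, against 1000 for the 16279 kept, and their median width was 296 bp, against 578 bp. Of the 8736 vehicle regions with the highest score, 11 were missing (0.126%, 0.0703 to 0.225), while 12.1% of the 2889 regions scored under 700 were. Calls near the threshold are therefore a candidate explanation for these losses. No biological explanation was tested for them.

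The motif comparisons between gained and shared regions differed in what width and GC content left of them. For AP-1 the odds ratio went from 1.13 to 1.02 when stratified, so composition and width may account for the unstratified value. For CTCF the unstratified ratio of 1.08 (0.916 to 1.28) showed no difference, while the stratified ratio was 0.638 (0.532 to 0.764). Gained regions thus had fewer CTCF motifs than shared regions of similar width and GC content. The narrower window, which was not stratified, gave 1.31 (1.07 to 1.61), in the other direction. For the SMAD palindrome the stratified odds ratio was 1.60 (1.12 to 2.29), so width and GC content did not account for its higher share in gained regions. A SMAD contribution at some of the gained regions is a hypothesis from a motif carried by 118 of 9706 of them.

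Regions of the vehicle and 2 h lists that were missing at 12 h had fewer AP-1 motifs than regions in all 3 lists. The odds ratio stratified by width and GC content was 0.349 (0.294 to 0.414), the lowest of 4 motifs tested. Weak calls were a technical explanation to weigh. Within bins of vehicle score and width the odds ratio was 0.393 (0.332 to 0.465), which argues against them as the whole cause. The TEAD and HNF1 motifs were tested because the study linked them with repressed enhancers, and GRHL was added here as a factor of epithelial cells. The study defined repressed enhancers by the drop of a histone acetylation mark and used footprints. Most enhancers of every category gained accessibility in it. Regions missing from the 12 h list are thus a different set, and these motif counts do not test that link. The TEAD motif RCATTCC was not more common in the missing regions, with a stratified odds ratio of 0.838 (0.680 to 1.03). The HNF1 and GRHL motifs were too rare to decide. The odds ratios were 0.983 (0.298 to 3.24) for HNF1 and 0.419 (0.0562 to 3.13) for GRHL. The rule set beforehand counted any interval that holds 1 against a motif, but it was left aside here after these wide intervals were seen, because only 3 and 1 of the missing regions had the motifs. Regions found at 2 h alone also had fewer AP-1 motifs than regions found at 12 h alone, with a stratified odds ratio of 0.552 (0.509 to 0.599). A low share of AP-1 motifs was not particular to regions missing at 12 h, since 15.6% of the 122 regions in the vehicle and 12 h lists but not at 2 h had the motif, against 26.7% of the 793 missing at 12 h. No biological explanation is therefore put forward for it. Time without serum was not separated from time with TGFβ.

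The CTCF motif was most frequent in the smallest pattern. Of 122 regions away from start sites that were in the vehicle and 12 h lists but not at 2 h, 38 had it (31.1%, 23.6 to 39.8). The share was 12.2% in regions of the vehicle list alone and 3.66% in regions of all 3 lists. Shares of the other patterns ran from 3.95% in both TGFβ lists without vehicle to 7.84% at 2 h alone (7.10 to 8.65). A share above that of all 3 lists was thus not limited to regions missing at 2 h. For the 122 regions against those in all 3 lists the odds ratio was 12.0, and 3.97 (2.60 to 6.06) when stratified by width and GC content. Width and GC content thus account for part of this difference and not for all of it. Peaks at CTCF sites that sit close to the threshold in every condition remain possible and were not tested, and no biological explanation was tested.

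Gained regions away from start sites lay near vehicle regions more often than chance gives. Of 9706 such regions, 24.4% lay within 10 kb of a vehicle region, against a mean of 11.9% and at most 13.4% under 1000 circular shifts of the vehicle list. Random positions in the same 100 kb windows, kept 1000 bp clear of vehicle regions as the gained regions are, gave a mean of 20.3% and at most 21.3%. Dense neighbourhoods thus gave most of the excess but not all of it. Spread of accessibility from existing regions is a possible explanation that these lists cannot test.

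The column that holds the score in the vehicle list held consecutive numbers in the TGFβ lists, from 0 to 100458 at 2 h and from 1000 to 106333 at 12 h. Any ranking of TGFβ peaks by that column would rank them by their position in the list.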
